A study of Mus musculus with 6 samples. Its data were reported in "Exposure to Fine Particulate Matter Air Pollution Alters mRNA and miRNA Expression in Bone Marrow-Derived Endothelial Progenitor Cells from Mice" (2021).

How the data were processed

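Small RNA from cultured bone marrow EPCs of male C57BL/6J mice was sequenced by the authors, with 3 libraries from mice exposed to CAP and 3 from mice exposed to filtered air. Groups and replicate numbers were taken from the sample titles. According to the study's methods, libraries were made with a QIAseq miRNA kit and sequenced on a NextSeq 500, adapters were trimmed with Trimmomatic, and reads were mapped to the mouse mm10 assembly with the mirDeep2 package and bowtie and quantified against miRBase mature and hairpin sequences. The submitters' processing notes also name bcl2fastq 20.0.422. The values deposited by the authors are raw, unnormalised read counts for each pair of mature miRNA and precursor, with replicates kept apart. The labels give 12 days of culture, which differs from the time in the methods. Collapsing of reads by unique molecular identifiers was not stated, and the limits given for miRNAs without reads cover counting error only. miRNA libraries of this kind also carry ligation and amplification bias that differs between miRNAs, and the groups were therefore compared within a miRNA across libraries. Levels of different miRNAs, where set side by side, carry this bias.

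A read that matches several precursors was counted at each by the authors' quantification. Of 1915 mature names, 83 had more than 1 row, 45 of them with identical counts and 71 with totals within 5%. Repeated rows held 27.6 to 30.8% of the column totals. For each name the row with the highest total was kept, which left 13831209 to 18107578 counts per library, and 1496 names with at least 1 count in any library. In addition, 16 names fell into 7 sets with identical counts in all libraries (at least 10 counts in total).

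Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the default expression filter of edgeR, a negative binomial quasi-likelihood fit on the group and Benjamini–Hochberg adjustment over 677 miRNAs. The filter left out 1238 names and kept 99.99% of counts. CPM are counts scaled to a common library total after TMM, and standard errors of log2 fold changes were derived from the F statistic. An adjusted p of at most 0.05 was set as the threshold, and a log2 fold change of at least 0.6 as a second one, as in the study. The study's own test was DESeq2, which was run as an alternative (version 1.42.0). Scripts were tested on simulated counts for the 677 miRNAs with 200 changed. There edgeR recovered 68.1% of changes of 1 on the log2 scale and 99.0% of changes of 2, with 8 false calls. DESeq2 recovered 64.0% and 97.0%, with 7. The edgeR shares cover only simulated miRNAs that its expression filter kept, so the tools cannot be ranked on them. Noise was simulated independently for each miRNA, unlike real libraries. Single values of libraries were compared by exact two-sided permutation tests, for which 3 against 3 cannot give a p below 0.1.

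The 19 lists of miRNAs were fixed before the data were examined, and the last was the study's own choice from these libraries. The study's published results were known at that time, so the other lists may not be independent of these libraries. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and adjusted over the lists, with an estimated correlation and fry as alternatives. The rule for named miRNAs was also set beforehand. It took, in each direction, up to 12 miRNAs that passed both thresholds without overlap between groups, or else the 5 with the smallest p, then the miRNAs the study had measured by quantitative PCR, the 10 most abundant, and up to 4 members of each list with the smallest p. A further part, for the largest changes past the threshold, named none. Principal components were computed on log2 CPM with a prior count of 2.

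Replicates of a group were compared before use. Their counts differed by more than sampling noise, with chi-square per degree of freedom from 79.3 to 196 among air libraries and from 551 to 1093 among CAP libraries, so that all were kept. The study kept the 3 mice of each group in 1 cage. Library numbers in the labels were 1, 2 and 4 for air and 8, 9 and 10 for CAP, so the order of preparation, if the numbers give it, also follows the groups.

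Precursor positions came from RefSeq on GRCm38, the assembly that mm10 denotes, and host genes from GENCODE. Of 1193 precursors, 1181 were matched by name, and positions are 1-based. Alternatives were other scalings, filters and row choices, removal of the 5 most abundant miRNAs, a replicate block, leaving out each library, limma-voom and DESeq2. Added after seeing the data were a robust prior, edgeR's likelihood ratio test, collapsing of names with identical counts, and DESeq2 leaving out each library. Figures were drawn with matplotlib 3.10.9 and permutation tests used scipy 1.17.1.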

Results

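Endothelial progenitor cells (EPCs), cells grown out of bone marrow under conditions that favour an endothelial fate, were cultured from mice that had inhaled concentrated ambient fine particulate matter (CAP) and from mice that had inhaled filtered air. Small RNA libraries were sequenced from 3 cultures of each group. The comparison addressed which microRNAs (miRNAs), short RNAs that repress target mRNAs, differed between cells of the CAP and air groups. The deposited table held 2061 rows for 1915 mature miRNA names on 1193 hairpin precursors. Column totals were 23330772, 22632478 and 21973143 counts for air replicates 1, 2 and 3, and 21536485, 25532775 and 19978586 counts for CAP replicates 1, 2 and 3. With 1 row per mature name, 1135 ± 21.8 miRNAs were detected with at least 1 count in the air group and 1141 ± 22.5 in the CAP group (SD, n = 3; exact two-sided permutation p = 0.7). A count of 0 in a library allowed a level of up to between 0.166 and 0.217 CPM (counts scaled to a common library total), for counting error only. All libraries of a group came from 1 cage, so cage and exposure cannot be told apart.

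No single miRNA passed the adjusted threshold of the edgeR test, and those with the smallest p-values included abundant as well as scarce miRNAs. In cells from CAP-exposed mice miR-7a-5p was 1.79-fold higher, at 2218 ± 267 CPM in the air group and 3977 ± 753 CPM in the CAP group (SD, n = 3). miR-34b-5p, of a family induced by p53, was lower at 354 ± 74.7 CPM against 651 ± 23.4 CPM, and miR-214-3p was lower at 278 ± 73.3 CPM against 564 ± 91.7 CPM. The miR-34 family, the miR-322, miR-503 and miR-450 cluster on chromosome X and the miRNAs typical of stromal and smooth muscle cells were lower as groups in a set test with a preset correlation (camera). With an estimated correlation the adjusted p by camera was 0.829 for each, and none passed. Liver-restricted miR-122-5p stood at 24731 CPM in CAP replicate 1 and between 75.0 and 277 CPM in the other 5 libraries.

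Among 677 miRNAs tested with edgeR's quasi-likelihood test, 78 were higher and 64 lower in CAP at an unadjusted p under 0.05, together 21% of those tested against the 5% that chance gives. None passed a Benjamini–Hochberg adjusted p of 0.05 with edgeR, the smallest adjusted p being 0.146. DESeq2 passed 30 miRNAs, 14 higher and 16 lower, limma-voom passed 0, edgeR's likelihood ratio test passed 14 and the quasi-likelihood test with no filter on low counts passed 13. The CPM of the groups did not overlap for 196 miRNAs, or 29.0%, against the 10% that chance gives for 3 against 3. Both chance shares are averages. Levels of many miRNAs were correlated across the libraries, so either share can lie far above its average without a group effect. Upper-quartile scaling moved the median log2 fold change of all miRNAs from 0.00 to 0.15 and the split at an unadjusted p under 0.05 to 130 higher and 25 lower. At that unadjusted p edgeR gave 40 higher and 50 lower without air replicate 1, 44 and 63 without air replicate 2, and 47 and 48 without air replicate 3. Without CAP replicates 1, 2 and 3 it gave 62 and 89, 54 and 70, and 79 and 76, so that the balance of higher and lower turned in all but the last of these fits. The DESeq2 count was 7, 5 and 0 without air replicates 1, 2 and 3, and 59, 24 and 70 without CAP replicates 1, 2 and 3.

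The 5 miRNAs with the smallest p among those higher in CAP were miR-7a-5p, miR-30d-3p, miR-27b-3p, miR-7b-5p and miR-222-5p, and none met the adjusted p of 0.05 set for naming them. The log2 fold change of miR-7a-5p was 0.84 with a standard error of 0.16. Its reads come from precursors in an intron of Hnrnpk (GRCm38 chromosome 13, 58392779 to 58392886) and on chromosome 7 (78888277 to 78888373). miR-7b-5p (chromosome 17, 56242988 to 56243098) was higher at 6.32 ± 1.1 CPM against 3.38 ± 0.35 CPM, and its level was 0.147 to 0.168% of that of miR-7a-5p in every library. miR-27b-3p, abundant and linked to angiogenesis, was 1.28-fold higher at 17345 ± 853 CPM against 13544 ± 818 CPM. miR-30d-3p was higher at 36 ± 2.4 CPM against 23.7 ± 1.87 CPM, and miR-222-5p at 46.6 ± 6.31 CPM against 31.4 ± 2.69 CPM.

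Among those lower in CAP, the 5 with the smallest p were miR-6239, miR-34b-5p, miR-450a-5p, miR-5619-5p and miR-1899. miR-6239 (chromosome 14, 117953743 to 117953847) stood at 12.0 ± 0.80 CPM in CAP against 20.7 ± 1.67 CPM in air. miR-450a-5p was lower at 19.5 ± 3.58 CPM against 35.0 ± 2.88 CPM. miR-5619-5p, in an intron of Nudt9 on chromosome 5 (104048003 to 104048063), and miR-1899 (chromosome 9, 8246786 to 8246881) were scarce in both groups. They were at 1.57 ± 0.14 CPM and 0.47 ± 0.37 CPM in CAP. In air libraries they were at 2.84 to 3.31 CPM and 2.04 to 2.38 CPM. Each of these 10 miRNAs was without overlap between the groups, and the edgeR adjusted p was 0.146 for each. DESeq2 passed all but miR-27b-3p and miR-5619-5p.

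**Figure D1:**
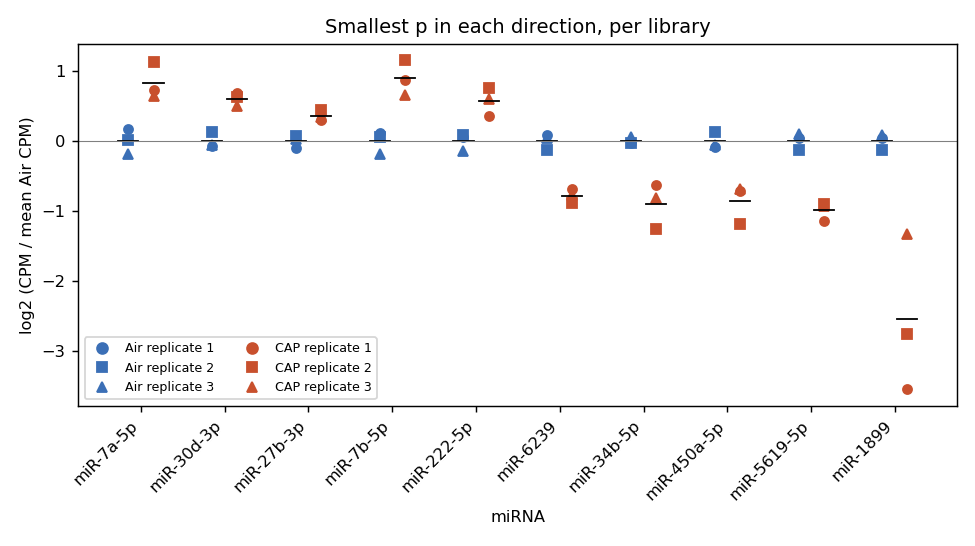
Level of the 10 miRNAs with the smallest p in either direction, as log2 of the CPM of each library over the mean of the 3 air libraries, with a short line at the mean of each group's log2 values. The 3 CAP libraries lie on 1 side of the 3 air libraries for every miRNA, and miR-7a-5p lies at a mean of 3977 CPM in CAP against 2218 CPM in air.

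Of 19 lists of miRNAs, 1 was taken from the study. The other 18 were fixed before the counts were examined, but with the study's results known. In a competitive set test with a preset correlation (camera), 3 lists differed from other miRNAs, and all 3 fell. The study's choice from these libraries held 3 members of the miR-322, miR-503 and miR-450 list, 1 of the miR-34 list and 3 of the stromal list. These passes are therefore not fully independent evidence. With an estimated correlation, none of the 3 lists passed, with an adjusted p = 0.829 for each by camera. In the miR-322, miR-503 and miR-450 cluster, whose precursors span 53047997 to 53054349 on chromosome X, 12 of 13 arms were lower with a median log2 fold change of −0.35 (camera adjusted p = 0.000829). No member passed edgeR's test over all miRNAs, and 5 did when adjusted over the list alone, namely miR-322-3p, miR-450a-2-3p, miR-450a-5p, miR-503-5p and miR-542-5p. All 6 arms of the miR-34 family were lower, with a median of −0.43 (camera adjusted p = 0.00115). Of these, 0 passed over all miRNAs and 5 when adjusted over the list alone, and miR-34c-5p stood at 1613 ± 280 CPM in CAP against 2441 ± 166 CPM in air. The abundant guide strand miR-34a-5p did not, with a log2 fold change of −0.10 and a standard error of 0.09. miR-34b and miR-34c share a transcript on chromosome 9 (51103034 to 51103645), and miR-34a lies on chromosome 4 (150068454 to 150068555).

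**Figure D2:**
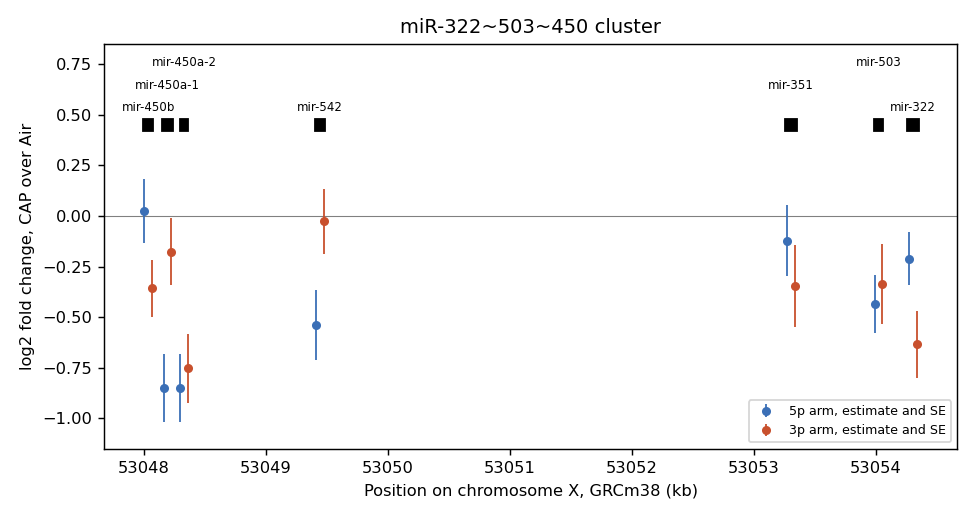
Map of the miR-322, miR-503 and miR-450 cluster on mouse chromosome X (GRCm38, position in kb) with the precursors as black boxes and, below, the log2 fold change of each 5p and 3p arm in CAP over air with its standard error. Of 13 arms, 12 lie below 0, the lowest being miR-450a-5p at −0.85, which is drawn at both of its precursors.

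In the stromal and smooth muscle list, 15 of 18 miRNAs were lower, with a median log2 fold change of −0.37 (camera adjusted p = 0.000829). Adjusted over the list alone, 1 member passed edgeR's test, miR-214-3p, which lies in an exon of the noncoding gene Dnm3os (chromosome 1, 162223368 to 162223477). miR-708-5p, in an intron of Tenm4, was lower at 34.5 ± 9.21 CPM against 78.4 ± 29.2 CPM, and miR-145a-5p had a log2 fold change of −0.37 with a standard error of 0.11. miR-99a-5p stood at 504 ± 108 CPM in CAP and 749 ± 53.8 CPM in air. miR-199a-3p and miR-199b-3p share 1 mature sequence and count as 2 members of the list, so that the miR-199a-3p levels of 19794 ± 6126 CPM and 27915 ± 4731 CPM hold reads of both. In the self-contained test fry, which asks whether a list moves one way on balance, the adjusted p was 0.218 for the X cluster and the miR-34 family and 0.33 for the stromal list. Of the stromal list's 18 members, 15 averaged at least 100 CPM, 4 were in another list and 3 had been picked by the study from these libraries.

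**Figure D3:**
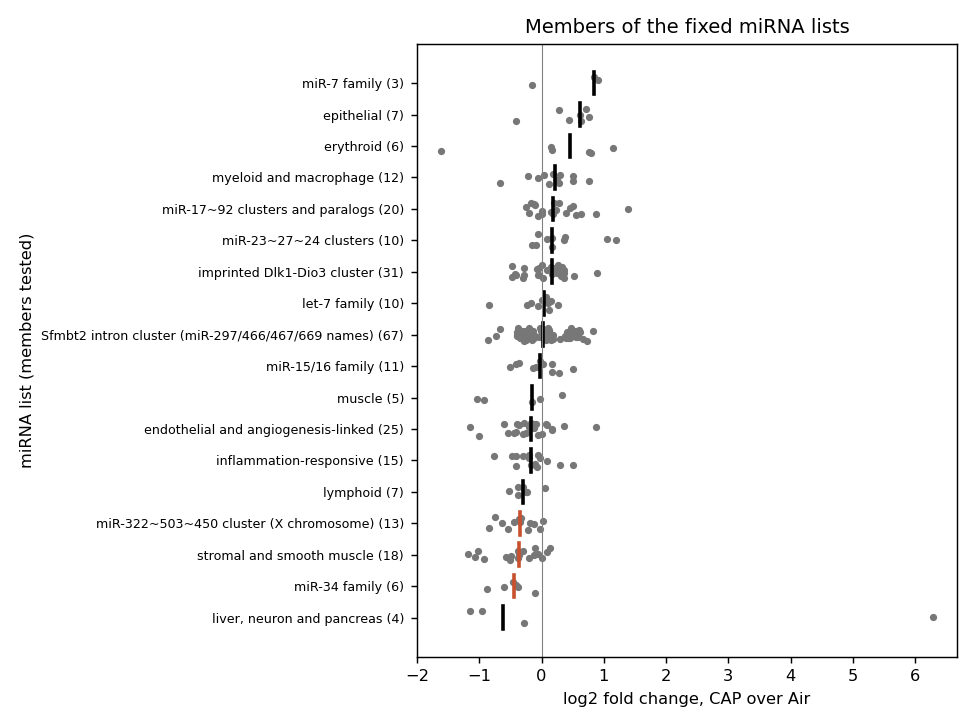
Log2 fold change, CAP over air, of every tested member of 18 fixed lists (grey points) with the list median (vertical line, orange where the camera adjusted p with a preset correlation is at most 0.05). The lists in orange have medians of −0.35, −0.37 and −0.43, and the point at 6.28 is miR-122-5p.

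The other clusters and families did not pass the list test. In the miR-232724 clusters, 7 of 10 arms were higher (camera adjusted p = 0.0645), and 4 passed edgeR's test when adjusted over the list alone. They were miR-27b-3p, miR-23b-5p at 42.8 ± 1.93 CPM against 32.8 ± 1.23 CPM, miR-23a-5p at 10.6 ± 5.75 CPM against 4.66 ± 0.27 CPM, and miR-27a-5p. miR-23a-5p was at 17.3 CPM in CAP replicate 2 and at 7.55 and 7.10 CPM in the others. Of 3 miR-7 family members tested, 2 were higher and both passed when adjusted over the list alone (camera adjusted p = 0.0645 with edgeR's model), while miR-7a-1-3p had a log2 fold change of −0.15. In the miR-17~92 clusters and paralogs, 14 of 20 were higher and 0 passed (camera adjusted p = 0.139). There too CAP replicate 2 was highest, with 55.6 CPM of miR-92a-1-5p against 14.6 and 11.3 CPM in CAP replicates 1 and 3. The camera adjusted p of the miR-232724 clusters was 0.0343 with no filter and 0.0313 without CAP replicate 3, against an adjusted p = 0.842 with an estimated correlation and all libraries. That of the miR-7 family by camera was 0.0210 with no filter, 0.00717 on the table as deposited and 0.0355 without CAP replicate 3, against an adjusted p = 0.829 with an estimated correlation. The miR-17~92 list had a camera adjusted p = 0.0217 without CAP replicate 3 and 0.983 without CAP replicate 2, against an adjusted p = 0.959 with an estimated correlation. The miR-15/16 family was split into 5 higher and 6 lower with a camera adjusted p = 0.946, the test pointing up against a median and mean below 0, and miR-16-5p was at 63620 ± 4644 CPM against 52357 ± 2297 CPM. In the let-7 family 6 of 10 were higher (camera adjusted p = 0.946), its mean lying below 0 and its median above and its direction turned with library totals alone, and let-7i-5p was at 25279 ± 1422 CPM against 20987 ± 508 CPM.

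Among lists of cell types the cultures could hold, 18 of 25 endothelial and angiogenesis-linked miRNAs were lower with a median of −0.16 (camera adjusted p = 0.129, 0.0287 with no filter and adjusted p = 0.829 with an estimated correlation). miR-126a-3p, abundant in endothelium and named here after its values were seen, varied widely at 1676 ± 1014 CPM in CAP and 2546 ± 1299 CPM in air. miR-378a-3p was lower at 624 ± 60.2 CPM against 821 ± 11.3 CPM, and miR-132-3p had a log2 fold change of −0.41 with a standard error of 0.13. Of 12 myeloid and macrophage miRNAs 9 were higher (camera adjusted p = 0.139), and 3 passed edgeR's test when adjusted over the list alone. miR-155-5p, induced in activated macrophages, was at 924 ± 175 CPM against 648 ± 41.2 CPM and miR-342-5p at 40.3 ± 11.7 CPM against 23.9 ± 3.34 CPM, while miR-511-3p, in an intron of the macrophage mannose receptor gene Mrc1, was lower. Without CAP replicate 3 the myeloid list had a camera adjusted p = 0.0380, against an adjusted p = 0.842 with an estimated correlation and all libraries. Of 7 lymphoid miRNAs 6 were lower (camera adjusted p = 0.0508), and miR-181a-5p, miR-181b-5p and miR-181c-5p passed when adjusted over the list alone. miR-181a-5p was at 317 ± 20.7 CPM in CAP and 414 ± 26.4 CPM in air. Without air replicate 1 and CAP replicate 1 in turn, the camera adjusted p of the lymphoid list was 0.0482 and 0.00903. It was 0.0469 with DESeq2 size factors, 0.0211 with no filter, 0.00644 on the table as deposited and 0.04996 with names of identical counts collapsed, and up to 0.111 with the preset correlation in other settings. With an estimated correlation its adjusted p by camera was 0.829. The inflammation-responsive list had 12 of 15 members lower (camera adjusted p = 0.471).

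The imprinted Dlk1-Dio3 cluster had 20 of 31 members higher (camera adjusted p = 0.359), with miR-376b-3p at 4.25 ± 0.92 CPM against 2.30 ± 0.27 CPM, and a camera adjusted p = 0.00930 and 0.0158 without air replicate 1 and CAP replicate 2. With an estimated correlation and all libraries its adjusted p by camera was 0.959, and without air replicate 3 its camera direction was down. In the list of miR-297, miR-466, miR-467 and miR-669 names, most of which lie in the Sfmbt2 intron cluster, 34 members were higher and 33 lower (camera adjusted p = 0.738), and the mixed test of fry, which counts changes in either direction, gave an adjusted p = 0.00925. The mixed test of fry also passed the lymphoid list and the study's choice, each with an adjusted p = 0.0286. The cluster by position (chromosome 2, 10466663 to 10518279) held 56 tested arms, 26 higher and 30 lower, with a median log2 fold change of −0.07. miR-466k, listed by its name and encoded on chromosome 3, was at 30.1 ± 4.68 CPM in CAP against 19.9 ± 2.14 CPM in air. The names miR-466b-5p and miR-466o-5p held identical counts in all libraries, so reads cannot be assigned to 1 of them. Of the 39 miRNAs that the study chose from these same libraries, 38 were tested, 19 higher and 19 lower (camera adjusted p = 0.738). All 38 had an unadjusted p under 0.05 and passed when adjusted over the list alone, which is not independent evidence since they were chosen on these data, and 22 passed DESeq2.

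miRNAs of liver, muscle, epithelial and erythroid cells differed widely between libraries. miR-122-5p (chromosome 18, 65248861 to 65248926) was at 24731 CPM in CAP replicate 1 and at 277 CPM in CAP replicate 2, the next highest library. The list of liver, neuron and pancreas miRNAs had 1 of 4 members higher (camera adjusted p = 0.837), its median of −0.62 and mean of 0.98 differing in sign. Erythroid miR-451a and miR-144-3p were highest in the same library, at 32.9 and 30.7 CPM, against 4.85 to 9.63 and 4.49 to 12.3 CPM in the others. Of 6 erythroid miRNAs 5 were higher (camera adjusted p = 0.946, with the direction turned under upper-quartile scaling), and miR-486a-3p, lower at 0.34 ± 0.04 CPM against 1.05 ± 0.18 CPM, passed edgeR's test when adjusted over the list alone. Without CAP replicate 1 the log2 fold change of miR-451a was −0.36 and that of miR-144-3p −0.39. Of 7 epithelial miRNAs 6 were higher (camera adjusted p = 0.0645), and miR-200a-3p was at 54.3 CPM in CAP replicate 1 against 31.7 and 20.1 CPM in CAP replicates 2 and 3. The epithelial list had an adjusted p = 0.480 by camera without CAP replicate 1, 0.0204 and 0.00743 without CAP replicates 2 and 3, and 0.0287 with no filter. With an estimated correlation and all libraries its adjusted p by camera was 0.834. Muscle miR-133a-3p was at 79.1 CPM in air replicate 2 against 29.2 and 20.4 CPM in air replicates 1 and 3 and 24, 52.1 and 39.2 CPM in CAP replicates 1, 2 and 3. miR-133b-3p was at 12.1 CPM in air replicate 2, at 0.98 and 0.86 CPM in the other air libraries and at up to 4 CPM in CAP. Of 5 muscle miRNAs 4 were lower (camera adjusted p = 0.738), with miR-499-5p at 2.43 ± 1.15 CPM against 5 ± 0.60 CPM.

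**Figure D4:**
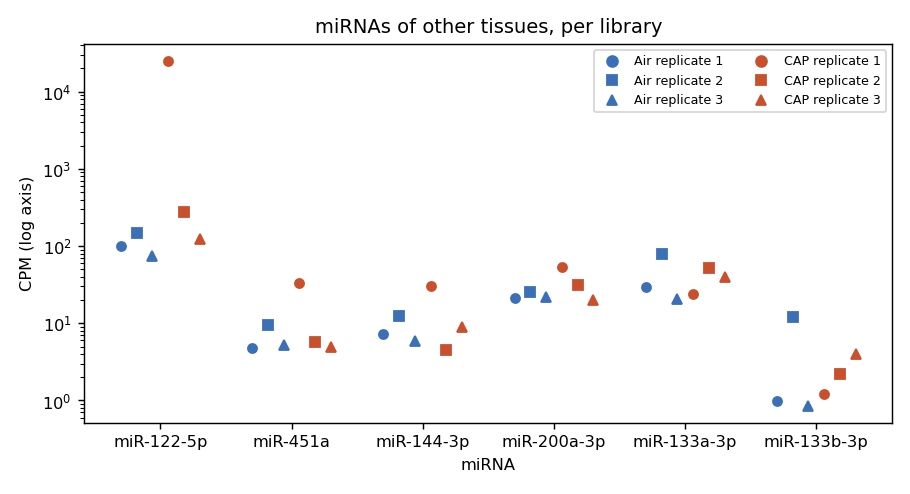
CPM (log axis) of liver-restricted miR-122-5p, erythroid miR-451a and miR-144-3p, epithelial miR-200a-3p and muscle miR-133a-3p and miR-133b-3p in each of the 6 libraries. CAP replicate 1 is highest for the liver, erythroid and epithelial miRNAs, with 24731 CPM of miR-122-5p, and air replicate 2 for the muscle miRNAs, with 79.1 CPM of miR-133a-3p.

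The miRNAs that the study had measured by quantitative PCR were examined in the counts whatever their result. Relative to air, miR-511-3p was at 0.63 times, miR-322-3p at 0.644 times, miR-214-3p at 0.492 times and miR-450a-5p at 0.555 times the level. miR-342-5p was 1.69-fold, miR-7a-5p 1.79-fold, miR-27a-5p 2.08-fold and miR-92a-3p 1.83-fold higher. None passed edgeR's adjusted p of 0.05, and of these only miR-92a-3p missed it with DESeq2 (adjusted p = 0.0645), its CPM overlapping between the groups. That name had 2 unlike rows in the deposited table, with totals of 55815 and 2587 counts, and only the larger was used. The other strand of the miR-27a precursor, miR-27a-3p, had a log2 fold change of 0.16 with a standard error of 0.09 and overlapped between the groups. miR-27a-5p and miR-92a-3p were highest in CAP replicate 2, at 171 and 1146 CPM, against 86.9 and 612 CPM in CAP replicate 1 and 71.9 and 443 CPM in CAP replicate 3.

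The 10 most abundant miRNAs held 52.5 ± 0.40% of counts in air and 53.5 ± 1.13% in CAP (SD, n = 3; exact two-sided permutation p = 0.3, where 0.1 is the smallest p possible). On the table as deposited, repeated names included, the shares were 47.3 ± 0.089% and 49.7 ± 1.72%, a difference of 2.38 percentage points (SD, n = 3; exact two-sided permutation p = 0.1). miR-125b-5p was at 124807 ± 6715 CPM in air and 132241 ± 26354 CPM in CAP, and miR-21a-5p at 117429 ± 7029 CPM and 112290 ± 14621 CPM, with a log2 fold change of −0.06 that was 0.09 under upper-quartile scaling. miR-16-5p, let-7f-5p, miR-29a-3p, let-7a-5p, miR-29b-3p, miR-223-3p, miR-142a-3p and miR-199a-3p completed the 10. Of these, miR-223-3p and miR-142a-3p are typical of blood cells of the myeloid and wider haematopoietic lineage, and stood at 30589 ± 2277 and 29388 ± 4590 CPM in CAP against 28213 ± 3638 and 25756 ± 2391 CPM in air.

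In a principal component analysis of log2 CPM, the first component held 37.5% of the variance and the second 26.5%. On the first, air libraries lay between −8.40 and −3.39 and CAP replicates 1, 2 and 3 at 8.13, 10 and −0.76, a gap of 2.64 (exact two-sided permutation p = 0.1, the smallest possible). On the second, CAP replicate 1 lay at −10.8 and CAP replicate 2 at 8.02. The groups overlapped on the first component with the 100 most variable miRNAs, by 0.51, and without air replicate 3, by 0.85, and the gap was 4.17, 0.40 and 12.5 without CAP replicates 1, 2 and 3. The median standard deviation of log2 CPM was 0.17 among air libraries and 0.25 among CAP libraries.

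**Figure D5:**
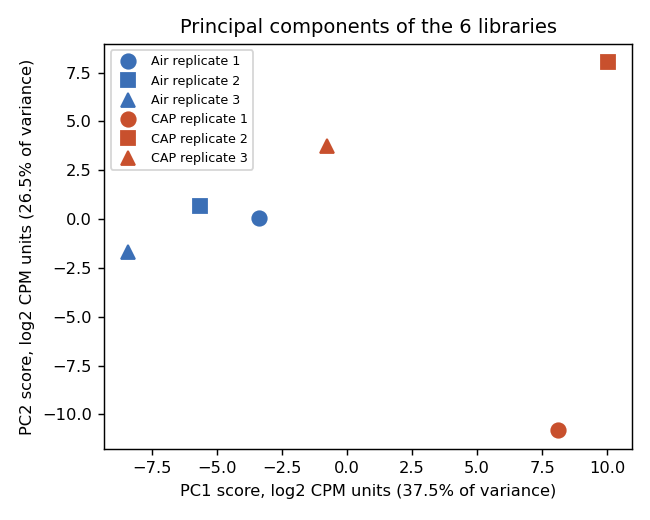
Scores of the 6 libraries on the first and second principal component of log2 CPM (37.5% and 26.5% of the variance). Air libraries lie together between −8.40 and −3.39 on the first component, and CAP replicates 1 and 2 lie apart on the second, at −10.8 and 8.02.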

Values the study reported

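The study reported 108 differentially expressed miRNAs in CAP against air at a q-value of 0.05, of which 55 were upregulated and 53 downregulated. With a log2 fold change of at least 0.6 in size, 19 remained in the upward and 19 in the downward direction by its text. Its table of these miRNAs lists 39, which were taken above as the study's choice, so its text and table differ. Its principal components carried 69.0% and 19.2% of the variation among the miRNA samples. By quantitative PCR, the study gave fold changes of 1.57 for miR-7a-5p, 1.26 for miR-27a, 0.707 for miR-322-3p and 0.595 for miR-511-3p.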

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

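The robust prior, edgeR's likelihood ratio test, the collapse of names with identical counts and DESeq2 leaving out each library were chosen after seeing the data. At an adjusted p of 0.05, edgeR's quasi-likelihood count stayed 0 under every other scaling and row choice, the stricter filter, the replicate block and with any library left out, and limma-voom gave 0. It was 13 with no filter, 30 with DESeq2, 53 with DESeq2 on the table as deposited and 14 with the likelihood ratio test. With a log2 fold change of at least 0.6 these were 13, 22, 27 and 14. DESeq2 gave 7, 5 and 0 without air replicates 1, 2 and 3 and 59, 24 and 70 without CAP replicates 1, 2 and 3, and with the second threshold 7, 5, 0, 36, 11 and 50. The cause was not tested. Replicate numbers are shared by the groups only as names. After the group mean of each miRNA was subtracted from log2 CPM, same-numbered libraries correlated at 0.021, −0.022 and 0.142. Before that subtraction, air and CAP libraries correlated at 0.979 to 0.991. The replicate block left the count at 0, with 66 higher and 81 lower at an unadjusted p under 0.05.

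The number of lists passed, 3, was 8 with no filter, 5 on the table as deposited, 0 with an estimated correlation, 0 with the directional test of fry (whose mixed test passed 3) and 3 to 8 with a library left out. The 3 lists passed in every setting that used the preset correlation. Lists that missed the threshold turned direction as follows, with the adjusted p of that setting. With library totals it was 0.999 for miR-15/16 and let-7, with upper quartiles 0.859 for erythroid, and with no filter 0.815 for miR-15/16 and let-7, 0.780 for Sfmbt2 and 0.713 for erythroid. With a mean of at least 10 CPM it was 0.742 for muscle and 0.708 for liver, neuron and pancreas, and on the table as deposited 0.903 for the study's choice. With the 5 most abundant removed it was 0.911 for miR-15/16 and 0.940 for let-7, under the replicate block 0.968 for let-7, and with fry 0.974 for both. With a library left out, the lists that turned ranged from 0.842 to 0.978 for miR-15/16, 0.586 to 0.978 for let-7, 0.273 to 0.978 for erythroid, 0.586 to 0.978 for liver, neuron and pancreas, 0.139 to 0.97 for muscle, 0.0093 to 0.978 for Dlk1-Dio3, 0.463 to 0.978 for Sfmbt2 and 0.675 to 0.978 for the study's choice.

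Log2 fold changes of named miRNAs turned sign for miR-133a-3p under the replicate block (0.0049) and limma-voom (0.021), for miR-21a-5p (0.086) and miR-29b-3p (0.095) under upper quartiles, and for miR-29a-3p with library totals (−0.0050). With DESeq2 they turned without air replicate 1 for let-7a-5p (−0.0019), miR-223-3p (−0.00054), miR-29a-3p (−0.021), miR-216a-5p (0.12) and miR-217-5p (0.065). Without air replicate 2 they turned for miR-133a-3p (0.62), miR-133b-3p (1.41) and miR-29a-3p (−0.018). Without CAP replicate 1 they turned for miR-133a-3p (0.086), miR-144-3p (−0.34) and miR-451a (−0.31), and without CAP replicate 3 for miR-125b-5p (−0.086), miR-21a-5p (0.016) and miR-29a-3p (−0.022). In the edgeR fit with a library left out, those that turned ranged from −0.087 to 0.17 for miR-125b-5p, −0.50 to 0.60 for miR-133a-3p, −1.44 to 1.38 for miR-133b-3p, −0.39 to 1.21 for miR-144-3p, −0.51 to 1.12 for miR-144-5p, −0.0015 to 0.79 for miR-1a-3p, −1.83 to 0.13 for miR-216a-5p, −1.67 to 0.087 for miR-217-5p, −0.21 to 0.015 for miR-21a-5p, −0.026 to 0.033 for miR-29a-3p and −0.36 to 1.54 for miR-451a. Of all comparisons of a named miRNA with an alternative, 1983 kept direction and side of the threshold, 156 passed it newly and 34 turned. The gap on the first component, 2.64, was −0.51 with the 100 most variable miRNAs and −0.85 to 12.5 with a library left out. The share of the 10 most abundant differed by 2.38 percentage points on the table as deposited (exact permutation p = 0.1, the smallest possible), against 0.961 (p = 0.3). A count of 0 limits what the depth can exclude to 0.166 to 0.217 CPM, and the causes of these changes were not tested.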

Other observations

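The test of shared miR-7 reads was chosen only after the result was seen, as were the clusters by position. Beyond the lists, precursors within 10 kb of each other made 40 clusters with at least 3 tested arms. miRNAs with precursors in more than 1 cluster were left out, here and in the counts by chromosome below. Of the 40 clusters, 3 passed camera with a preset correlation and 0 with an estimated correlation. Besides the miR-322 to miR-450 and the miR-34b and miR-34c clusters, the third lay in introns of Clcn5 on chromosome X (7237683 to 7248497) and holds miR-188, miR-362, miR-500, miR-501 and miR-532. Of its 10 arms 9 were lower, with a median log2 fold change of −0.33 (camera adjusted p = 0.0237, and adjusted p = 0.956 with an estimated correlation). miR-188-3p was at 10.6 CPM in CAP against 17.3 CPM in air, and miR-500-3p at 58.1 CPM against 83.0 CPM. Both were named after their values were seen.

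On chromosome X, 39 of 58 miRNAs were lower, with a median of −0.14, of which the clusters that passed held 23 (21 lower, median −0.35). The other 35 X-linked miRNAs had 17 higher and 18 lower (median −0.01), and 573 autosomal miRNAs had a median of 0.02. Since the clusters passed because their arms were lower, this split does not show whether the shift is limited to them. All 4 arms of miR-132 and miR-212 were lower without passing (median −0.35, camera adjusted p = 0.331), and 3 of 4 arms of miR-30b and miR-30d were higher (camera adjusted p = 0.242).

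Liver-enriched miRNAs were high in 1 library, and muscle miRNAs differed among libraries of both groups. The 4 further liver miRNAs tested were all highest in CAP replicate 1 by at least 1.5 times, with miR-192-5p at 2438 CPM and miR-194-5p at 1414 CPM against at most 242 and 197 CPM in the others. Of these 4, miR-122-3p comes from the precursor of miR-122-5p. miR-192 and a precursor of miR-194-5p lie in 1 cluster on chromosome 19, so the 4 are not independent of each other. Liver cells or liver RNA in that library are a candidate explanation, and how they entered is open. In air replicate 2, both further muscle miRNAs tested, 2 of 2, were at least 1.5 times the next air library (miR-206-3p at 246 CPM against 49.6 CPM). Precursors of miR-1a-3p lie beside those of miR-133a-3p on chromosomes 2 and 18, so miR-1a-3p is not independent of the pattern that prompted the test. CAP replicates 2 and 3 held 92.4 and 174 CPM of miR-206-3p, and CAP replicate 2 held more miR-1a-3p than air replicate 2 (186 CPM against 170 CPM), so muscle cells or muscle RNA may be present in these libraries too.

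miR-7a-5p and miR-7b-5p were both higher in CAP. The ratio of miR-7b-5p to miR-7a-5p counts did not differ between the libraries beyond counting noise (chi-square p = 0.976), so the miR-7b-5p counts may be misassigned reads of miR-7a-5p. The other arm of the miR-7a-1 precursor, miR-7a-1-3p, had a log2 fold change of −0.15 with a standard error of 0.14. That goes with a change at the mature miR-7a-5p, or in reads counted at it, without one of this precursor. Arms correlated only loosely across precursors (Spearman rho 0.295), so this arm cannot decide whether the miR-7a-1 precursor changed. The precursor on chromosome 7 and the stability of the mature strand also stay open. Exposure as a cause was not separated from cage.

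miR-214-3p and miR-708-5p were lower in CAP. A lower share of stromal cells was predicted to give the other stromal miRNAs a median of −0.5 or lower. The other 14 members had a median of −0.26 (bootstrap 95% interval over members −0.43 to −0.06), 11 of them lower, so the prediction was not met. That interval leaves out the spread between libraries and counts the shared reads of miR-199a-3p and miR-199b-3p more than once. It therefore cannot decide against a loss of stromal cells. A shift of cell types stays open, as does an effect of exposure or cage.

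Across 186 precursors with both arms tested, log2 fold changes of the arms correlated with a Spearman rho of 0.295 (Pearson r = 0.40, one-sided permutation p = 1e-05, the smallest that 100000 permutations can give), and 110 had the same sign. Precursors are not independent replicates. On plain log2 CPM the exposure split gave 0.318 and the other splits 0.241 to 0.549, so the relation is not particular to exposure.

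The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. At an unadjusted p under 0.05 by edgeR, 1 split, the real one, reached 21% of miRNAs, and the highest other reached 5.76%. The real count was lower by over 1.5 times without air replicate 1, at 90 miRNAs, and was 95 without air replicate 3. By DESeq2 the real split gave 30 miRNAs and the highest other 8, and 1 split was as large. By edgeR's adjusted p all 10 gave 0.

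With DESeq2 on the table as deposited, 44 mature miRNA names, on 53 rows of the table, passed an adjusted p of 0.05. That is lower than the number quoted from the study above. The first principal component of log2 CPM held 37.5% of the variance here. That is lower than the share quoted from the study above, and the scales of the analyses were not matched.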
